A study of Homo sapiens with 8 samples.

How the data were processed

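Poly(A) RNA of cartilage pellets made from the human embryonic stem cell line H9 was sequenced on an Illumina NextSeq instrument after directional library preparation. Neural-crest-like ectomesenchymal cells (CD271 high, CD73 negative), at passage 5 to 8, were grown as pellets with PDGF at 40 ng/ml, TGFβ3 at 10 ng/ml from day 6 and BMP4 at 50 ng/ml from day 10 (PTB). The other group received the same factors and forskolin at 30 µM, on day 11 or 12 (PTBFk). Pellets were harvested on day 26 to 28 and 5 to 6 were pooled per set. The sets are described as independent. There were 4 libraries per group in the table, while the design text speaks of 3 PTB sets, and which set, if any, was left out is not given in the sources used here. The RNA kit differs between the texts.

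The authors aligned reads with bowtie2 at default parameters to GRCh37/hg19, kept uniquely mapped reads, counted them per gene with HTSeq and normalised them with DESeq2. Tool versions and the gene annotation are not given in the sources used here. The deposited values are a normalised signal, gene read counts divided by 1 size factor per library. Every nonzero value was a whole multiple of the library's smallest step within 0.1 read (100% of values), so whole reads were recovered, between 21743079 and 51794837 per library. Median-of-ratios factors recomputed from them differed from the deposited scaling by at most 1.88e-11. A count of 0 allows up to 3 reads, for counting error only. The spread between replicates was far above counting error, with a chi-square per degree of freedom of 26.4 to 570 for pairs of libraries within a group.

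The table had 25369 genes, of which 3446 were 0 in all libraries. A date replaced the symbol of 28 genes, and these were kept in the tests (23 passed the filter) but not named. Genes with a mean of at least 10 normalised counts were tested, which left 14955. The main test was limma with a variance trend on log2 of the value plus 1, PTBFk against PTB, 2-sided, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and a fold change of at least 2, the thresholds the authors used, and a named gene or list member is said to rise or fall at an adjusted p of at most 0.05. Gene lists with at least 5 tested genes were compared with all other genes by camera at a preset correlation of 0.01, adjusted over the 29 lists tested of the 31 fixed, and again with an estimated correlation.

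The lists, comparisons, thresholds, 22 alternative settings and the rule for named genes were fixed before the data were examined. The rule names the 10 largest called changes in each direction among genes with a mean of at least 100 and no overlap between groups, up to 4 passing members per list, every passing member where 5 or fewer passed, and 21 genes of cartilage biology whatever their result. Chance gives no overlap of 4 against 4 libraries in 2.86% of genes. TOP2A, CDK1, PTH1R, PHOSPHO1, SP7 and DLX3 were named in addition, after their values were seen. Of the genes the rule names, 1 is not reported here.

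The replicate numbers in the titles pair the libraries: the deviations of PTB and PTBFk libraries of the same number from their group means correlated over genes at 0.18, 0.48, 0.30 and 0.28, all above 0.1, and each library correlated best with its own number. Without number 1 the values were 0.54, 0.18 and 0.48. The number was therefore used as a block in an alternative fit. Values of this fit are given where it moved a named gene across the threshold or moved a count adjusted over all genes over 1.5 times.

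Alternatives chosen in advance changed the pseudocount (0.5 and 5), the filter (none and 50), the block, the scaling (upper quartile, total, quantile, recomputed factors), array weights, the variance prior, the tool (edgeR and DESeq2 on recovered reads), the thresholds and the camera correlation, and left out each library in turn. Chosen after seeing the data were a lowess correction of each library for GC content and transcript length (span 0.3, 14451 genes, 96.6% of those tested), the same with the block, the block without PTB replicate 1, and edgeR and DESeq2 without PTB replicate 1.

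Tested on simulated data at this design, limma recovered 38%, 88%, 98% and 100% of 50 genes each at log2 changes of 1, 2, 3 and 4, with 6 false calls of 168. DESeq2 made 40 false calls of 219. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.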

Results

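Cartilage pellets made from H9 human embryonic stem cells were compared with and without forskolin, a plant diterpene that activates adenylyl cyclase and so raises cyclic AMP. Poly(A) RNA was sequenced from 4 libraries of pellets grown with PDGF, TGFβ3 and BMP4 (PTB) and from 4 libraries of pellets that also received forskolin (PTBFk). Each library pooled 5 to 6 pellets harvested on day 26 to 28. The recovered reads per library were 33700982, 37615403, 41458649 and 36982937 for PTB replicates 1 to 4 and 30537531, 21743079, 36180341 and 51794837 for PTBFk replicates 1 to 4. COL2A1, the type II collagen gene of cartilage, took 21.2% of the normalised reads in PTB replicate 1 and between 11.0% and 13.8% in the other 7 libraries. Values below are normalised read counts, given as mean ± SD with n = 4 libraries per group.

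PTB replicate 1 stood apart from the other libraries. Its Pearson correlations with them, across genes on the log2 scale, lay between 0.891 and 0.905, while PTB replicates 3 and 4 correlated at 0.983. The first principal component, with 39.7% of the variance, separated this library from all others, and the second, with 31.3%, separated PTBFk (17.4 to 55.9) from PTB replicates 2 to 4 (-53.7 to -41.8), with PTB replicate 1 between them at 7.01. Across genes, the deviation of PTB replicate 1 from the other PTB libraries followed the GC content of the transcripts, with a Spearman's rho of 0.80 (genes are not independent replicates). Its median deviation was -1.51 log2 units in the tenth of genes with the lowest GC content and 1.21 in the tenth with the highest. Counts without this library are therefore given beside the main ones.

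**Figure D1:**
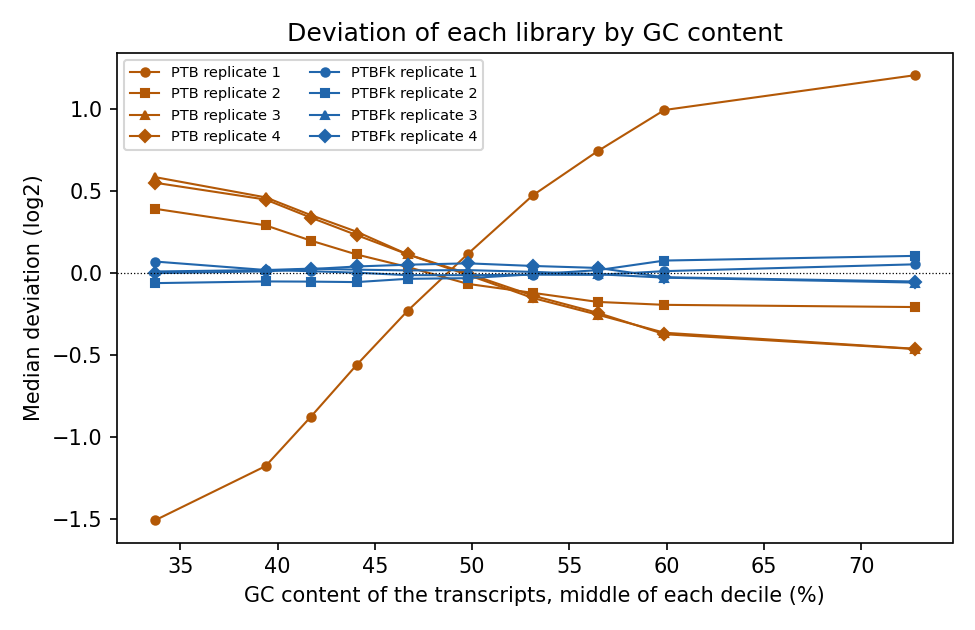
Median deviation (log2) of each library from the mean of the other libraries of its group, over genes in 10 classes of transcript GC content (percent). PTB replicate 1 goes from -1.51 in the class of lowest GC content to 1.21 in the class of highest, and the lines of the other PTB libraries slope the other way because PTB replicate 1 is part of the mean they are compared with.

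The comparison asks which genes of the maturing cartilage respond to forskolin. With limma at an adjusted p of at most 0.05 and a fold change of at least 2, 146 genes were higher and 249 lower in PTBFk among the 14955 genes tested. Genes lower in PTBFk were led by genes of mineralising cartilage and bone. IBSP, which encodes bone sialoprotein, had 11639 ± 8684 normalised counts in PTB and 80.2 ± 74.7 in PTBFk. ALPL, the tissue-nonspecific alkaline phosphatase needed for mineralisation, went from 4259 ± 836 to 144 ± 106, and COL10A1, the collagen of hypertrophic cartilage, from 574330 ± 299592 to 25548 ± 19275. The other 7 of the 10 largest decreases by the rule for named genes were CMAHP, F13A1 (coagulation factor XIII A), IL17B (a cytokine), the uncharacterised LOC102723344, SMPD3 (neutral sphingomyelinase), DKK1 (a secreted Wnt antagonist) and FGF13, with log2 fold changes from -4.69 to -4.44. The 10 largest increases were SLC6A13 (a GABA transporter), PGC (progastricsin), FAM198A, the long noncoding RNA PART1, SLC1A3 (a glutamate transporter), RHBDL3, SRGN (serglycin), CACNA1D (a calcium channel subunit), BEX1 and RSPO3 (R-spondin 3, an enhancer of Wnt signalling). SRGN, a proteoglycan core protein gene, stood at 48.5 ± 13.3 in PTB and 588 ± 75.5 in PTBFk (log2 fold change 3.60 ± 0.24 SE, limma adjusted p = 0.00102). The log2 fold changes of these 10 genes ran from 3.20 for RSPO3 to 6.21 for SLC6A13. The SLC6A13 transcript was close to the floor in PTB (4.98 ± 6.12) and reached 416 ± 379 in PTBFk.

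Leaving out PTB replicate 1 raised the calls to 459 higher and 496 lower, and 373 of the 395 genes called with all libraries were called again. Leaving out PTBFk replicate 1 lowered the calls to 53 higher and 122 lower, the fewest for any library left out. With the deposited values scaled to equal totals instead, 184 genes were higher and 161 lower, so that 53.3% of the calls were higher in place of 37.0%. That scaling moved the median log2 fold change of all tested genes from 0.05 to 0.21. Among the 10 largest increases, FAM198A no longer passed with fewer libraries. Its log2 fold change, 4.35 with all libraries, stayed between 3.87 and 4.67, and its adjusted p by limma rose to between 0.0581 and 0.116 when any library other than PTB replicate 1 was left out, and it was 0.0802 in edgeR. LOC102723344 no longer passed in 5 of these limma fits (adjusted p up to 0.0873) and under total scaling (0.0512).

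Hypertrophic chondrocyte genes fell as a group. Of 23 tested members of the list, 9 fell, none rose and 14 did not pass the test, and 22 members had a negative fold change. Adjusted over the list alone, 15 fell. The 9 were IBSP, ALPL, COL10A1, SPP1 (osteopontin), PHOSPHO1 (a phosphatase of matrix vesicles), SP7 (osterix, a transcription factor of osteoblasts), IHH (Indian hedgehog, the signal of prehypertrophic chondrocytes), DLX3 and PTH1R, the receptor of parathyroid hormone related protein. IHH had 16486 ± 1840 normalised counts in PTB and 3440 ± 2262 in PTBFk, with a log2 fold change of -2.51 ± 0.42 (SE, limma adjusted p = 0.014). The median log2 fold change of the list was -1.73 (camera adjusted p = 1.3e-13 at the preset correlation). The call did not hold at the correlation estimated from the data (camera adjusted p = 0.264 with an estimated correlation). Without PTB replicate 1, 14 members fell and none rose. RUNX2, a transcription factor of hypertrophy and bone, had 4072 ± 1513 in PTB and 1522 ± 652 in PTBFk and did not pass (limma adjusted p = 0.0843), but passed with the replicate number as a block (0.0155) and without PTB replicate 1 (0.00877), and over all alternatives its adjusted p lay between 2.8e-06 and 0.254. MMP13, the collagenase of hypertrophic cartilage, differed by less than the spread between replicates (266 ± 179 and 221 ± 82.1, limma adjusted p = 0.879). PTHLH, which encodes parathyroid hormone related protein, was below the filter on low values.

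The decrease reached some bone matrix genes. Of 19 tested members of the osteoblast and bone matrix list, 6 fell, none rose and 13 did not pass, and 10 fell and 1 rose adjusted over the list alone. Of the 6 that fell, ALPL, IBSP, SPP1 and SP7 are also in the hypertrophic list, so the result of this list partly repeats that one. MEPE, not in the hypertrophic list, also fell. MEPE, which encodes a phosphoglycoprotein of bone matrix, had 136 ± 115 normalised counts in PTB and 0.963 ± 0.786 in PTBFk. This is close to the floor, and the log2 fold change of MEPE ranged from -7.54 to -3.94 over all alternatives. The median log2 fold change was -1.26 (camera adjusted p = 1.9e-07, and adjusted p = 0.0655 with an estimated correlation). IBSP (chromosome 4, 88720706 to 88733587), MEPE (88742550 to 88767966) and SPP1 (88896819 to 88904684) lie close together on GRCh37. COL10A1 lies on chromosome 6 from 116440072 to 116479910, ALPL on chromosome 1 from 21835890 to 21904903 and IHH on chromosome 2 from 219919146 to 219925643. COL1A1, the type I collagen gene of bone and fibrous tissue, did not pass (limma adjusted p = 0.473), with 85483 ± 116487 in PTB, where PTB replicate 1 held 259535 and the others 13611 to 38118, and 21834 ± 13264 in PTBFk. Some of these genes no longer passed when a library was left out, at log2 fold changes of the same sign. COL10A1 did not pass without PTB replicate 2, 3 or 4 or PTBFk replicate 4 (limma adjusted p from 0.0562 to 0.0648), where its log2 fold change was -4.85 to -4.59. SPP1 did not pass without PTB replicate 3 or 4 or any PTBFk library (adjusted p up to 0.0879, log2 fold change -4.64 to -3.62), and IBSP and IHH without PTBFk replicate 4 (0.0511 and 0.0552, at -7.56 and -2.34). ALPL and MEPE passed in each fit that left out a library. In the bone list, 8 members fell and 1 rose without PTB replicate 1.

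**Figure D2:**
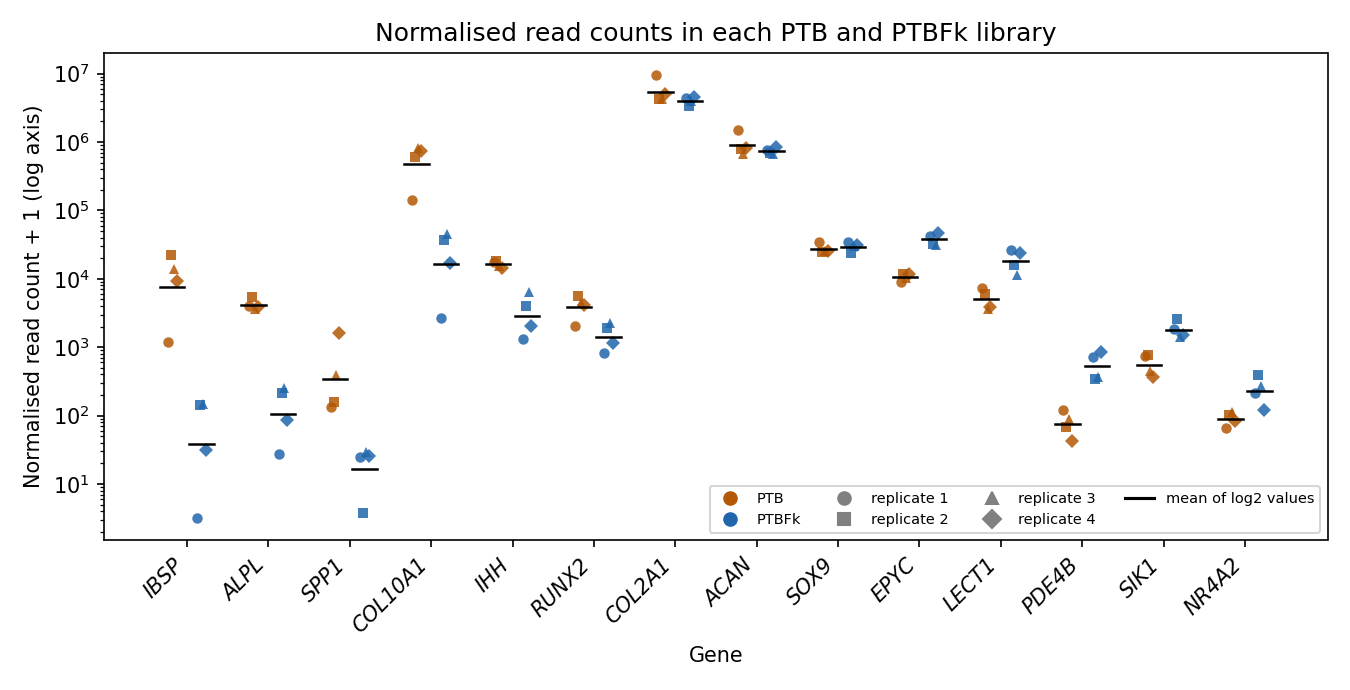
Normalised read count plus 1 (log axis) of 14 genes in each PTB (orange) and PTBFk (blue) library, with symbols for the replicate numbers and black lines for the means of the log2 values. IBSP, ALPL, SPP1, COL10A1 and IHH do not overlap between the groups, COL2A1, ACAN and SOX9 do, and PTBFk replicate 1 is the lowest PTBFk library for IBSP, ALPL, COL10A1 and IHH.

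Genes of the cartilage matrix showed no common shift. Of 23 tested members of the chondrocyte core list, 2 rose, 3 fell and 18 did not pass (2 rose and 4 fell adjusted over the list alone), with a median log2 fold change of 0.05 (camera adjusted p = 0.946). LECT1 (chondromodulin, an inhibitor of vessel growth) rose from 5235 ± 1820 to 19422 ± 6990 and EPYC (epiphycan, a small proteoglycan) from 10699 ± 1321 to 38244 ± 7546, while FMOD (fibromodulin), PRELP and C2orf82 fell with log2 fold changes of -1.33, -1.20 and -1.14. COL2A1 had 5730710 ± 2511950 in PTB and 4034430 ± 509590 in PTBFk (limma adjusted p = 0.663). ACAN (aggrecan) and SOX9, the transcription factor of chondrocytes, did not pass either (limma adjusted p = 0.697 and 0.786). The glycosaminoglycan and sulfate metabolism list had no member of 26 passing at the threshold (none adjusted over the list alone, camera adjusted p = 0.455, median log2 fold change 0.22), with 4 members at an unadjusted p under 0.05 in limma, 0 passing in edgeR and 3 in DESeq2. Without PTB replicate 1, 5 rose and 1 fell, and its camera adjusted p was 0.046 (adjusted p = 0.731 with an estimated correlation). Among core genes, 3 rose and 3 fell without PTB replicate 1. FMOD, PRELP and C2orf82 did not pass in 5 to 6 of the fits that left out a library (limma adjusted p up to 0.12), PRELP also with no filter (0.0503), and LECT1 without PTBFk replicate 1 or 4 (up to 0.0582).

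In the superficial and articular cartilage list 3 of 21 tested members rose and 1 fell (6 and 1 adjusted over the list alone). TPPP3 rose from 60.5 ± 37.6 to 435 ± 181, CHRDL2 (a BMP antagonist) from 13.1 ± 6.44 to 78.5 ± 24.9 and GREM1 (gremlin, another BMP antagonist) from 1116 ± 561 to 4238 ± 1020, and CD55 fell from 467 ± 78.1 to 225 ± 25.5. The list as a whole did not pass (median log2 fold change 0.46, camera adjusted p = 0.123). Without PTB replicate 1, 9 members rose and 1 fell, with a camera adjusted p of 0.0132 (adjusted p = 0.419 with an estimated correlation). PRG4 (lubricin) and GDF5, a joint morphogen, did not pass, at limma adjusted p of 0.78 and 0.154, and GDF5 passed without PTB replicate 1 (0.0217), with a range from 0.000787 to 0.445 over all alternatives. CD55 did not pass without 6 of the libraries in turn (limma adjusted p up to 0.0846) and under total scaling (0.0727), TPPP3 without PTBFk replicate 1 or 2 (0.0579 and 0.0506) and CHRDL2 without PTBFk replicate 1 (0.057).

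Targets of cAMP and CREB were shifted upwards. Of 32 tested members, 4 rose, none fell and 28 did not pass, and 9 rose adjusted over the list alone (camera adjusted p = 0.00166, and adjusted p = 0.397 with an estimated correlation). The median log2 fold change was 0.14 and the mean 0.47. The members that rose were PDE4B (a phosphodiesterase that degrades cAMP), SIK1 (a salt-inducible kinase), PPARGC1A (a coactivator of mitochondrial genes) and NFIL3. PDE4B, on chromosome 1 from 66258197 to 66840262, rose from 78.8 ± 33.6 to 569 ± 251 (log2 fold change 2.83 ± 0.40 SE, limma adjusted p = 0.00726). NR4A2 had 90.9 ± 21.5 in PTB and 249 ± 113 in PTBFk without passing (limma adjusted p = 0.0882). It passed under 8 alternatives, among them DESeq2 (adjusted p = 0.00348) and limma without PTBFk replicate 4 (0.0488), with a range from 0.00348 to 0.23 over all of them. By limma PDE4D and CREM did not pass (adjusted p = 0.392 and 0.743). NFIL3 did not pass with the replicate number as a block (limma adjusted p = 0.0539) and without any library but PTB replicate 1 (up to 0.0953), PPARGC1A without 4 of the libraries in turn (up to 0.0856) and SIK1 without PTBFk replicate 1 (0.0599). Without PTB replicate 1, 10 members of the list rose.

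Single genes of the signalling lists rose or fell, while no such list passed in the main test (TGFb targets passed under quantile normalisation, camera adjusted p = 0.0351). Of 19 tested BMP targets, GREM1 rose and BMP2 (1918 ± 563 to 508 ± 147), CHRDL1, ID2 and ATOH8 fell, with 2 rising and 4 falling adjusted over the list alone (median log2 fold change -0.19, camera adjusted p = 0.455). ID1 did not pass (limma adjusted p = 0.354). Among 15 Wnt targets and antagonists, APCDD1 rose and DKK1, WNT11 and WNT5B fell, with 3 rising and 4 falling adjusted over the list alone (median -0.12, camera adjusted p = 0.455). AXIN2, a target of canonical Wnt signalling, did not pass (limma adjusted p = 0.132), but passed without PTB replicate 1 (0.0254), with a range from 0.00161 to 0.37 over all alternatives. CDON, a hedgehog co-receptor, rose among 14 hedgehog targets, with 1 rising and 2 falling adjusted over the list alone (median 0.30, camera adjusted p = 0.775), and PTCH1 and GLI1 did not pass (limma adjusted p = 0.673 and 0.771), except with array weights (0.0036 and 0.0055) and with the block without PTB replicate 1 (0.0497 and 0.0238). None of 18 TGFb targets passed in limma, alone or in the full test, with 1 at an unadjusted p under 0.05 and 0 passing in edgeR and in DESeq2 (median 0.31, camera adjusted p = 0.455). Without PTB replicate 1, the TGFb and hedgehog lists each passed (camera adjusted p = 0.0125, and adjusted p = 0.731 with an estimated correlation), with 2 TGFb targets rising and 6 hedgehog targets rising and 1 falling. In that fit 3 BMP targets rose and 5 fell, and 4 Wnt genes rose and 4 fell. With the replicate number as a block, ATOH8 and APCDD1 did not pass (limma adjusted p = 0.0689 and 0.0639) and 2 Wnt genes rose. Nor did they without any library but PTB replicate 1 (up to 0.167 and 0.187), nor ID2 without PTB replicate 3 or 4 or PTBFk replicate 1, 2 or 4 (up to 0.0992), nor CDON without any but PTB replicate 1 and PTBFk replicate 3 (up to 0.0763). ID2 and ATOH8 did not pass under total scaling (limma adjusted p = 0.0999 and 0.112). ATOH8 and APCDD1 did not pass under upper-quartile or quantile scaling, with no filter or with a robust prior (limma adjusted p up to 0.0635 and 0.0728), nor ATOH8 in edgeR (adjusted p = 0.0512).

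Cell cycle genes were shifted upwards as a list, although no single gene passed over all genes. All 28 tested members had positive fold changes, with a median log2 fold change of 1.12 (camera adjusted p = 1.3e-09, and adjusted p = 0.744 with an estimated correlation of 0.65), and 12 rose adjusted over the list alone. That count was 24 without PTB replicate 1 and 25 with the replicate number as a block. At an unadjusted p under 0.05 limma gave 15, and 0 passed in edgeR and 12 in DESeq2. TOP2A (topoisomerase 2 alpha) had 716 ± 402 in PTB and 2513 ± 1126 in PTBFk (limma adjusted p = 0.0552), and CDK1 133 ± 98.0 and 551 ± 246 (0.0553). With the replicate number as a block 10 members rose, TOP2A (limma adjusted p = 0.0167) and CDK1 (0.0443) among them, and without PTB replicate 1 11 did. After the GC and length correction 3 members rose, and with this correction and the block 24 did. In the cholesterol and sterol synthesis list 3 of 20 fell and none rose, with 6 adjusted over the list alone (median log2 fold change -0.41, camera adjusted p = 7.06e-05, and adjusted p = 0.744 with an estimated correlation). The 3 were MVD and LSS, enzymes of the mevalonate and sterol pathways, and NSDHL, and 8 fell without PTB replicate 1. NSDHL did not pass in 7 fits that left out a library (limma adjusted p up to 0.115) and under total scaling (0.103).

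Of 20 matrix proteases and inhibitors, PLAT (tissue plasminogen activator) and MMP16 rose and TIMP3 and ADAMTS1 fell, with 2 rising and 5 falling adjusted over the list alone (median log2 fold change -0.01, camera adjusted p = 0.606). TIMP3, an inhibitor of matrix proteases, went from 52129 ± 8167 in PTB to 12256 ± 4875 in PTBFk. FGF2 and LECT1 rose and TIMP3 fell among 21 angiogenic and anti-angiogenic factors, with 4 rising and 2 falling adjusted over the list alone (median 0.01, camera adjusted p = 0.844), and 3 rose and 2 fell with the block. CA12, a carbonic anhydrase, fell from 3449 ± 708 to 476 ± 182 as the only call in 23 hypoxia genes (median -0.04, camera adjusted p = 0.775), where 2 fell adjusted over the list alone, and 2 with the block. MX1 fell among 8 interferon response genes, with 1 falling adjusted over the list alone (median -0.22, camera adjusted p = 0.882). The fit that left out PTB replicate 1 had 5 protease genes rising and 4 falling, and in it 5 angiogenic factors rose and 2 fell, 2 hypoxia genes rose and 3 fell, and 3 interferon genes rose and 2 fell. PLAT and MX1 did not pass without 6 of the libraries in turn, all but PTB replicate 1 and PTBFk replicate 3 (limma adjusted p up to 0.0877 and 0.0851), PLAT also in edgeR (0.0517), MMP16 without PTBFk replicate 1 or 4 (up to 0.0633) and ADAMTS1 without PTBFk replicate 1 (0.0562).

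Stress and inflammation lists had no passing member in the main limma test. After the GC and length correction 2 genes of unfolded protein stress fell, 1 immediate early gene rose and 1 fell, and 1 cytokine gene rose. When PTB replicate 1 was left out, 2 genes of unfolded protein stress fell, 2 immediate early genes rose and 2 fell, and 1 cytokine gene rose. Among 20 genes of unfolded protein and amino acid stress, 1 fell adjusted over the list alone, 2 had an unadjusted p under 0.05, and 0 passed in edgeR and 1 in DESeq2 (camera adjusted p = 0.882). The median of that list was 0.06 and its mean and the test were negative. The 17 immediate early genes had a median of 0.04 and a positive mean while the test pointed down (camera adjusted p = 0.882), with none adjusted over the list alone, 2 at an unadjusted p under 0.05, 0 in edgeR and 2 in DESeq2. The 10 inflammatory cytokines and chemokines had a median of 0.20 (camera adjusted p = 0.775), with none adjusted over the list alone, 2 at an unadjusted p under 0.05, 0 in edgeR and 1 in DESeq2. With an estimated correlation the camera adjusted p of every list not called with all libraries lay between 0.744 and 0.985.

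Markers of other cell types gave single calls. SNAP25, a synaptic protein gene, rose and NEFM, a neurofilament gene, fell among 7 neuron markers, with 1 rising and 1 falling adjusted over the list alone (median log2 fold change -0.11, camera adjusted p = 0.892). DGAT2 rose among 12 adipocyte markers, with 1 rising and 1 falling adjusted over the list alone (median 0.15, camera adjusted p = 0.882), and KRT19, a keratin gene, fell among 7 epithelial markers, with 1 falling adjusted over the list alone (median -0.38, camera adjusted p = 0.455). Leaving out PTB replicate 1 gave the same counts for neurons and epithelium, and 1 adipocyte marker rose and 1 fell. NEFM did not pass without PTB replicate 3 or PTBFk replicate 1 or 4 (limma adjusted p up to 0.0621), DGAT2 without PTBFk replicate 4 (0.0548) and KRT19 without any but PTB replicates 1 and 3 (up to 0.114).

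The other marker lists had no member passing in the main limma test or in edgeR. Limma without PTB replicate 1 had 6 neural crest markers rising and 3 falling, 2 glia markers rising and 1 falling, 3 tendon and fibroblast, 2 skeletal muscle and 2 endothelial markers rising, 1 smooth muscle marker falling and 0 replication histones passing. Of 18 neural crest and ectomesenchyme markers 6 had an unadjusted p under 0.05, none passed adjusted over the list alone and 2 passed in DESeq2 (median log2 fold change 0.14, camera adjusted p = 0.544). Of 11 glia markers 5 had an unadjusted p under 0.05, 2 rose and 1 fell adjusted over the list alone and 3 passed in DESeq2 (median 0.29, camera adjusted p = 0.455). With the block 1 neural crest and 2 glia markers rose. After the GC and length correction 3 neural crest markers rose and 3 fell, 2 glia markers rose and 1 fell, 1 tendon and 1 endothelial marker rose and 1 smooth muscle marker fell. Of 14 tendon and fibroblast markers 2 had an unadjusted p under 0.05, 1 rose adjusted over the list alone and 1 passed in DESeq2 (median -0.02, camera adjusted p = 0.958). The 6 skeletal muscle markers (median 0.49, camera adjusted p = 0.882) and the 5 endothelial markers (median 0.46, camera adjusted p = 0.455) had none adjusted over the list alone and 0 in DESeq2, with 0 and 2 at an unadjusted p under 0.05. The 14 smooth muscle and myofibroblast markers were lower as a list, at a median of -0.54 and a camera adjusted p of 0.0196 (adjusted p = 0.947 with an estimated correlation), with 1 falling adjusted over the list alone, 2 at an unadjusted p under 0.05 and 1 passing in DESeq2. This call did not hold without PTB replicate 1 (0.76) or without PTBFk replicate 3 (0.0721). Replication histones were listed as a gauge of RNA selection, since such transcripts mostly lack poly(A) tails. Whether this holds for the tested members was not checked. Of 10 tested, none passed adjusted over the list alone, 1 had an unadjusted p under 0.05 and 0 passed in DESeq2 (median -0.27, camera adjusted p = 0.455). The lists of pluripotency markers, with 3 genes above the filter, and of mitochondrial transcripts, with 0 in the table, were too short to test.

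**Figure D3:**
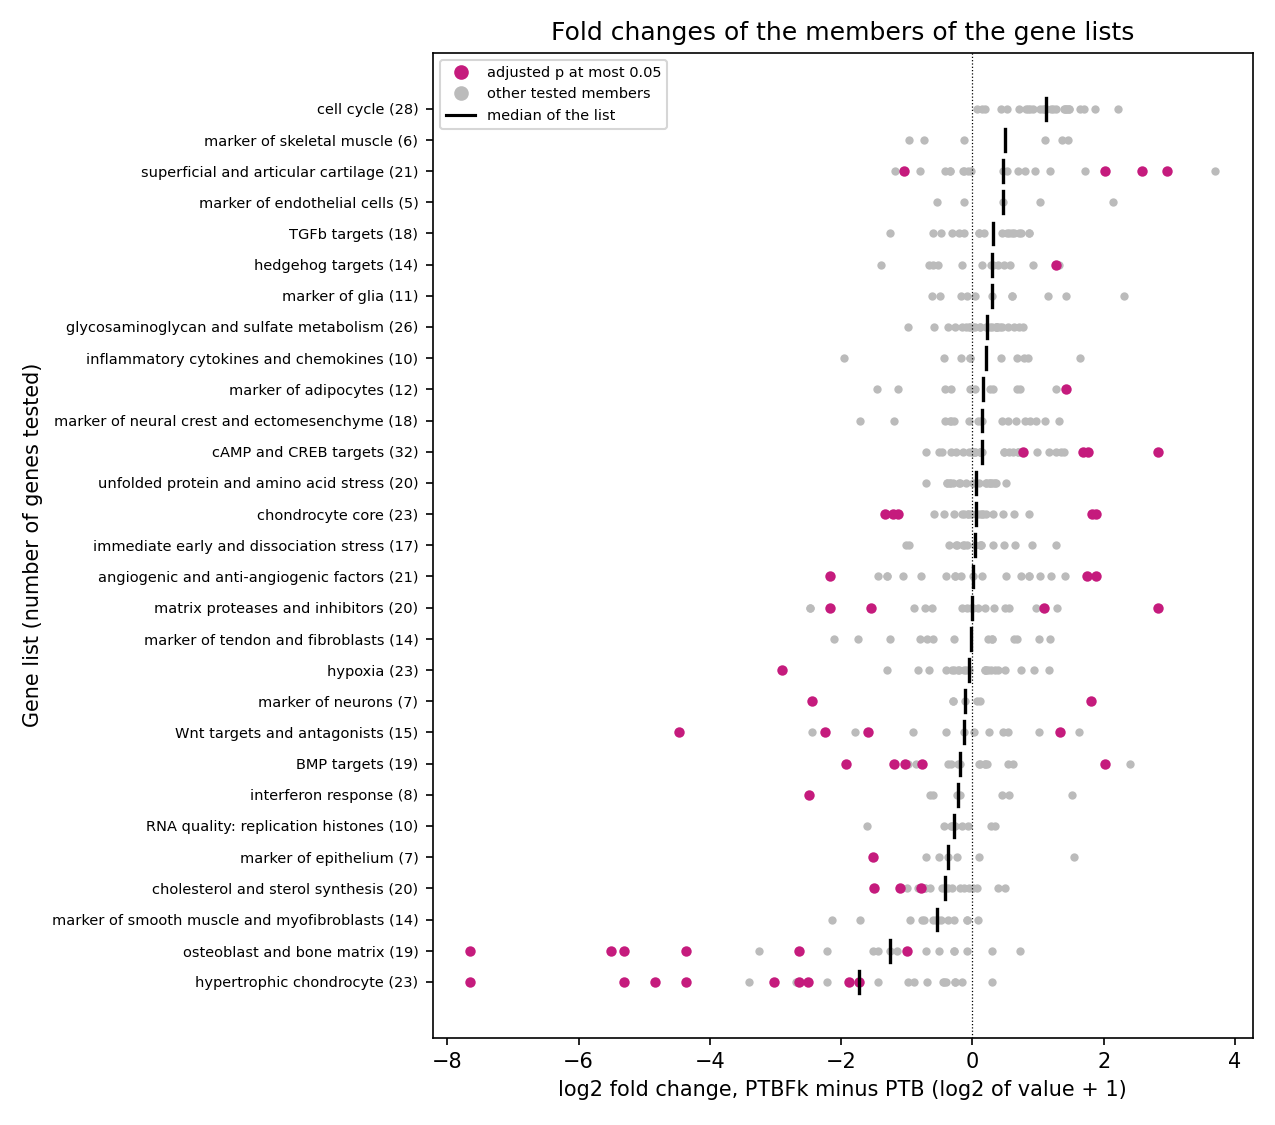
Log2 fold change (PTBFk minus PTB, horizontal axis) of each tested member of the 29 gene lists (rows), with members at an adjusted p of at most 0.05 in pink and the list median as a black bar. The hypertrophic list has a median of -1.73 and the cell cycle list of 1.12, while the chondrocyte core list lies at 0.05.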

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

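The tests of a wrong group label, of fibroblast and tendon cells, of fewer chondrocytes, of a graded response and of the numbered sets were chosen after the result was seen, as was the GC correction itself, while the limits for its tests were set before the corrected values were seen.

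The real split of the 8 libraries called 395 genes, 1 of the 35 splits, the real one, called as many, and the highest of the others called 0, so chance can be excluded over all splits. The numbers pair the libraries, and 8 of the splits, the real one included, part all pairs. The other 7 of these called 0 genes, and 8 splits are too few for a share under 0.05. The remaining splits keep at least 1 pair together in a group. Without PTB replicate 1, the real split called 955 genes, 1 of 35 splits called as many, and the highest of the others called 0.

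A library lay far from the other 3 of its group in 9 of 158 groups of values, where chance gives about 1 in 20 groups. PTB replicate 1 held 4 of them. COL10A1 had 142789 normalised counts there against 605189 to 804769 in the other PTB libraries, MMP16 had 7471 against 10888 to 11190, MVD had 10282 against 6922 to 7328, and SOX9 had 34804 against 24758 to 25421. PTBFk replicate 1 was low for IL17B, at 12.0 against 46.9 to 55.6, and for CD55, at 187 against 237 to 239. SPP1 was at 2.81 in PTBFk replicate 2 and at 23.9 to 28.3 in the others. CD55 was at 583 in PTB replicate 4 against 418 to 436, and BMP2 at 2758 in PTB replicate 2 against 1566 to 1693.

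PTB replicate 1 stood apart, with a deviation whose SD over genes was 1.90 times the largest among the other PTB libraries. After correction for GC content and transcript length the ratio was 1.28, below the limit of 1.5, and GC content explained 58.0% of the variance of its deviation over genes, so a GC bias may explain much of the pattern. Fibroblast and tendon cells in its pellets are a candidate source of the rest: the median corrected deviation of the 14 markers was 1.27, with COL1A1 at 2.21 and 259535 normalised counts, although 5 of the 14 are in other lists, 12 average at least 100 in PTBFk, and skeletal and smooth muscle markers deviated as well (2.63 and 1.40). The CD271 and CD73 sort came before the pellets were made. The design names no biological difference for this library.

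A wrong group label with no other bias is argued against by the correlations. The highest of PTB replicate 1 with a PTBFk library was 0.905, while PTBFk libraries correlated at 0.971 to 0.983 among themselves. Single genes and lists went both ways and do not decide. ALPL in PTB replicate 1 was at 4054 against 26.1 to 249 in PTBFk, and IHH at 17822 against 1327 to 6365. RUNX2 was at 2043 against 834 to 2244. List means (log2) there were 10.48 for bone and 10.98 for hypertrophic genes, above the PTBFk libraries (7.97 to 8.69 and 8.49 to 9.95). Those of the cholesterol and superficial lists, 11.80 and 9.47, lay within the PTBFk ranges (11.26 to 12.03 and 9.46 to 9.68). Whether the label of PTB replicate 1 is also wrong, beside the GC bias, stays open, since held-out libraries show that neither test of the label decides. In the first test, 53.1% of the 955 genes called without it had it on the PTBFk side of the midpoint, where held-out PTB libraries gave 3.05% to 26.1% and held-out PTBFk libraries 83.2% to 98.6%, and 3 of 13 hypertrophic genes lay on that side. In the second, added after the first had been seen, its corrected value lay beyond all PTBFk libraries on the PTB side for 67.3% of 935 genes, where held-out PTB libraries gave 85.8% to 99.1% and held-out PTBFk libraries 6.16% to 64.5%.

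The lower hypertrophic list was weighed against GC bias and against a loss of chondrocytes of every kind. With the block, the median log2 fold change was -1.73 before and -1.50 after the GC correction, which argues against this bias as the whole cause. The chondrocyte core list had a median of 0.049, which argues against fewer chondrocytes. A response to forskolin, the only treatment that differs between the groups in the design, stays a candidate explanation. The comparison shows the group difference but cannot separate forskolin from a difference between the groups that was not recorded.

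Hypertrophic genes spread widely among the PTBFk libraries, with list means from 8.49 in PTBFk replicate 1 to 9.95 in PTBFk replicate 3 (log2). A graded response to forskolin is a candidate explanation: 100% of the 21 genes called without both libraries, outside the hypertrophic and bone lists, differed between these libraries in the direction of the called change, against 59.8% of all tested genes. With PTB replicate 1 also left out, this was 92.3% of 569 genes. Any other difference between these libraries along the same genes would give this agreement too, so it does not single out a graded response. The days of forskolin (11 or 12) and of harvest (26 to 28) are not given per library. Sets of pellets that differed before forskolin cannot be told apart from a graded response, since 4 of the 24 pairings of the libraries gave a summed difference as low as the numbers did (exact permutation p = 0.167). Replication histones, listed as a gauge of RNA selection, ranked the PTBFk libraries in the same order as the hypertrophic list. Their mean deviation (log2) ran from -0.58 in PTBFk replicate 1 to 0.47 in PTBFk replicate 3. Whether RNA selection contributes to the spread was not tested.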

How the results depend on the processing

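The GC corrections, and the block, edgeR and DESeq2 without PTB replicate 1, were chosen after the result was seen, and the other alternatives were planned. No result reversed. Of the named genes' values under the alternatives, 1717 stayed on their side of the threshold, 141 no longer passed and 35 newly passed, and for the lists these were 527, 11 and 10. Of 58 named genes that passed, 30 passed under every alternative that kept the threshold of 0.05. The other 28 did not pass without at least 1 library, where they kept 82.9% to 114% of their log2 fold change. The threshold of 0.01 was applied to the counts of genes only. Among the genes named by the rule, the block moved NFIL3, ATOH8, APCDD1 and RUNX2 across the threshold and no other.

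Genes higher and lower in PTBFk, 146 and 249, were 875 and 665 with array weights, 327 and 483 with DESeq2, 437 and 466 with the GC correction and block, 570 and 509 with the block without PTB replicate 1, 432 and 496 with edgeR and 627 and 556 with DESeq2 without it, and 42 and 88 at an adjusted p of at most 0.01. Those higher were 246 with the GC correction, and those lower 161 under total scaling. Leaving out each library gave 53 to 459 higher and 122 to 496 lower, with the lowest values without PTBFk replicate 1 and the highest without PTB replicate 1. The cause was not tested.

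With an estimated correlation no list was called by camera, at unchanged differences from the other genes (log2) of -2.12 for the hypertrophic list, 0.44 for cAMP targets, -2.05 for bone matrix, 1.07 for the cell cycle, -0.47 for cholesterol synthesis and -0.69 for smooth muscle. The estimate is larger than the preset correlation in these lists. Quantile normalisation called TGFb targets (0.32) and glycosaminoglycan metabolism (0.24). The block without PTB replicate 1 called the superficial (0.76), TGFb (0.44), hedgehog (0.40) and glycosaminoglycan (0.077) lists. Smooth muscle was not called with the GC correction (-0.57), with the GC correction and block (-0.57), or with the block without PTB replicate 1 (-0.023). Leaving out each library gave 0.47 to 0.77 for the superficial list, -0.094 to 0.45 for TGFb, -0.073 to 0.43 for hedgehog, 0.076 to 0.15 for glycosaminoglycan and -0.98 to -0.13 for smooth muscle, and the first 4 were called only without PTB replicate 1. The cause was not tested.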

Other observations

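The family test was planned, and the genes named here were chosen after the result was seen. Wnt ligand genes were over-represented among the genes lower in PTBFk: WNT10B, WNT11, WNT16 and WNT5B were called of 8 tested, the smallest adjusted p over 253 symbol stems (Fisher's exact test, adjusted p = 0.00126, and 0.019 without PTB replicate 1). WNT10B, a ligand that favours bone formation, had 129 normalised counts in PTB and 21.5 in PTBFk. FGF genes had 3 of 9 lower (Fisher's exact test, adjusted p = 0.045), but FGF14-IT1 lies within FGF14, and the value was 0.166 without PTB replicate 1. Without that library OSBPL genes (4 of 10 lower) and TSPAN genes (5 of 19 lower) passed as well (Fisher's exact test, adjusted p = 0.0262 each). PDE genes, with PDE3B and PDE10A beside PDE4B higher, did not pass (Fisher's exact test, adjusted p = 0.31). The cell cycle inhibitors CDKN1A and CDKN1C were lower, CDKN1A with 8120 ± 984 in PTB and 3374 ± 460 in PTBFk and CDKN1C with 30932 and 14572, while their family did not pass (Fisher's exact test, adjusted p = 0.497).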
